A study of Escherichia coli str. K-12 substr. MG1655 with 16 samples. Its data were reported in "Understanding the Genome-Wide Transcription Response To Various cAMP Levels in Bacteria Using Phenomenological Models" (2022).

How the data were processed

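The series measured where 2 global transcription regulators of Escherichia coli K-12 MG1655, CRP and Fis, bind the chromosome. The method was chromatin immunoprecipitation followed by sequencing (ChIP-seq), in which DNA cross-linked to a protein is pulled down with an antibody and sequenced. CRP is the receptor protein for cyclic AMP, and Fis is a nucleoid-associated protein that bends DNA. Per the labels, each regulator carried a FLAG tag, a short peptide recognised by a monoclonal anti-FLAG antibody, and cells were grown in rich Lysogeny broth at 37°C with aeration and fixed with formaldehyde. The labels place the 16 samples in 8 ChIP samples and 8 matching inputs. The ChIP samples cover 2 regulators, 2 growth phases (early and mid exponential) and 2 backgrounds for each regulator. CRP was measured in wild type and in a fis mutant, and Fis in wild type and in a crp mutant. Groups were taken from the sample titles. The 8 ChIP samples have a peak list each. The inputs enter only through the authors' peak calling, and no input file was used here.

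Each peak list gives a start, an end, a name and a score per peak. The peak names record that the authors called peaks against input on all replicates together, so each group has 1 list, the number of pooled replicates is not known here and no spread between replicates can be computed. The peak caller and its version are not stated in the labels. The deposited score was read as −log10 of a q-value. The reasons are that no score lay below 1.301, which is −log10 of 0.05, and that the layout is the one the MACS peak caller writes. This reading is an inference, and the scores were used to rank and filter peaks within a list. The exceptions are 1 alternative with a common score threshold and the correlations of shared peaks, by rank or on log2 scores. Median scores of the lists, and peaks that scored higher than those of another list, were also compared descriptively. Read numbers behind the lists are not known here, so a longer list cannot be separated from a deeper or more efficient experiment. The names of the peaks in the 2 lists of the crp mutant record another analysis folder than those of the other 6 lists.

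The study's methods describe read alignment with BWA to version 2 of the reference sequence of the MG1655 chromosome, and a ChIP protocol for CRP in early exponential phase. They give no protocol for the other lists. The gene table at hand is for version 3 of that sequence and no genome sequence of either version was used here. Positions were therefore given as in the lists, converted to 1-based coordinates, with no gene names. The planned comparisons with promoter windows, with sequence motifs and with promoters that carry a peak of both regulators were not run, and neither was the planned list of promoters. Named peaks were chosen by a fixed rule, the 3 peaks with the highest score in each list. The widest peaks of all lists were named in addition. The length of the circular chromosome was taken as the highest peak end in any list, 4639610 bp.

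Peak numbers were compared as ratios between lists, with a 95% Wilson interval that covers counting error only. With 1 list per group no test between growth phases or backgrounds was possible. Overlap was measured as the share of peaks of the shorter list with at least 50% of their length covered by peaks of the longer list. The expected share came from 100000 shifts of the shorter list around the circle by a random distance, which keep peak widths and spacing. The one-sided p is the share of shifts with an overlap as large, and the smallest p the shifts can give is 1e-05. Shifts by a few bases, which keep the real alignment, are among those drawn, so p can lie slightly above that value. Benjamini-Hochberg adjustment covered the 10 overlaps. The shift test compares the lists and not the conditions. Scores of shared peaks were compared by Spearman's rho over the pairs of peaks, each peak with its best covering partner, and a two-sided permutation test with 100000 resamples, adjusted over 10 correlations. Peaks are not independent replicates.

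The alternatives for peak number were a common score threshold, 6.444, which is the median of all 7115 scores, the covered length, merging of peaks closer than 200 bp, and peaks no wider than the median width of 305 bp. For overlaps they were any overlap of at least 1 bp, the midpoint inside a peak, reciprocal overlap of at least 50%, the 175 highest-scored peaks of each list, local shifts of 5 to 50 kb and the opposite direction. For scores they were Pearson's r on log2 scores, reciprocal overlap of at least 50%, and exclusion of the widest 10% of peaks. These choices were made before the data were examined. An alternative with peaks narrower than 1 kb only and another with any overlap in the opposite direction were added after the data were seen.

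The shift test was tested with 1000 shifts on simulated lists. These had the widths of the 578 CRP peaks of wild type in mid exponential phase and of the early list. Positions were random and overlapping peaks were dropped, so the real clustering of peaks was not kept. Planted peaks started where a peak of the simulated early list started and were cut to its width where wider. The rotations given below used the real lists. In 200 simulations without planted sharing, p was below 0.05 in 6%. In sets of 20 simulations with planted shares of 5%, 30% and 60%, the estimated shares were 4.71%, 30.0% and 59.6%, and p was below 0.05 in 80%, 100% and 100%. In 200 random rotations of the real list, p was below 0.05 in 2%. The permutation test gave p below 0.05 in 4% of 50 simulations without correlation and in 100% of 50 with a planted correlation of 0.5. Overlap counts were checked against bedtools 2.31.1. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.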

Results

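Binding of CRP and Fis was mapped by ChIP-seq in early and mid exponential phase, in wild type and in a mutant of the other regulator's gene (the fis mutant for CRP, the crp mutant for Fis). The data analysed were 8 peak lists with 7115 peaks in total, 1 list per regulator, background and growth phase. Each list was called by the authors on pooled replicates against input, so the values below have no replicate error. Intervals are 95% Wilson intervals and cover counting error only. The sequencing depth behind each list is unknown. The peak scores are the authors', read as −log10 of a q-value, and positions are those of the lists on version 2 of the MG1655 chromosome.

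The lists differed in size. CRP had 1551 peaks in wild type in early exponential phase and 578 in mid exponential phase. In the fis mutant CRP had 614 and 175 peaks in the same phases. Fis had 594 peaks in wild type in early exponential phase and 1545 in mid exponential phase. In the crp mutant Fis had 1321 and 737 peaks. The longest list covered 19.3% of the chromosome (894.9 kb, CRP in wild type, early) and the shortest 1.91% (88.8 kb, CRP in the fis mutant, mid). Median peak widths lay between 240 bp (CRP in wild type, mid) and 371 bp (CRP in the fis mutant, early). Peaks of at least 2 kb made up 0.543% of the peaks of Fis in the crp mutant in mid exponential phase and 5.21% of those of CRP in the fis mutant in early exponential phase. The median score was 9.59 for Fis in wild type in mid exponential phase, the highest of the 8 lists, and 2.24 for CRP in the fis mutant in mid exponential phase, the lowest.

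**Figure D1:**
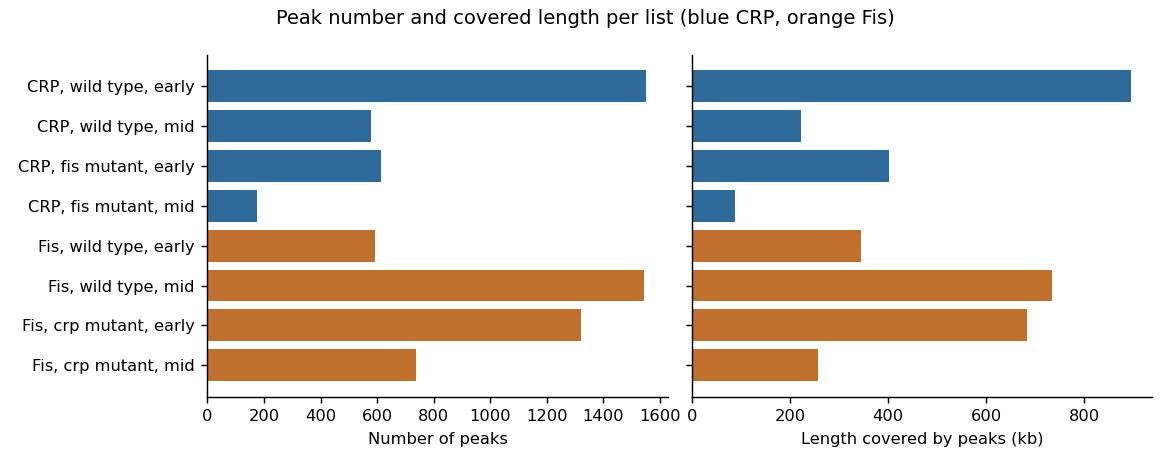
Number of peaks (left axis panel) and length covered by peaks in kb (right panel) for each of the 8 lists, with CRP in blue and Fis in orange; each bar is 1 list of pooled replicates without an error bar. The lists range from 175 to 1551 peaks and from 88.8 to 894.9 kb.

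The series asked how binding changes between growth phases. CRP peak number in wild type was lower in mid than in early exponential phase, with a ratio of 0.373 (interval 0.339 to 0.410). In the fis mutant the ratio was 0.285 (0.241 to 0.337). Fis peak number in wild type was higher in mid than in early exponential phase, with a ratio of 2.60 (2.37 to 2.86). In the crp mutant the ratio for Fis was 0.558 (0.510 to 0.611). Under the alternatives each of the 4 ratios stayed on its side of 1. The largest shift was that of CRP in the fis mutant, whose ratio was 0.0465 (0.0124 to 0.174) under a common score threshold, with 43 peaks in early and 2 in mid exponential phase. The ratios were not tested, since each group has 1 list.

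The second question was how each regulator's binding changes without the other. In early exponential phase the fis mutant had 0.396 times as many CRP peaks as wild type (0.361 to 0.435), and in mid exponential phase 0.303 times (0.256 to 0.359). Scores of the CRP lists of the fis mutant were low throughout, with medians of 2.71 (early) and 2.24 (mid) against 7.19 and 5.62 in wild type. Among shared pairs the mutant peak had the higher score in 1.92% (early) and 1.09% (mid). A weaker or shallower experiment thus cannot be told apart from a loss of binding, and depth was not weighed for these ratios. The crp mutant had 2.22 times as many Fis peaks as wild type in early exponential phase (2.02 to 2.45) and 0.477 times as many in mid exponential phase (0.437 to 0.521). The common score threshold moved these ratios most for CRP, to 0.0496 (0.0366 to 0.0673) in early and 0.00791 (0.00216 to 0.0290) in mid exponential phase. It moved the Fis ratio in mid exponential phase to 0.200 (0.173 to 0.232). Peaks no wider than the median width moved that ratio the other way, to 0.640 (0.568 to 0.721). Peak names of both crp mutant lists record another analysis folder than the other 6 lists. Each folder held Fis lists of 1 background only, so the folder and the background cannot be told apart for Fis.

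Peaks of the 2 growth phases were then compared by position. Of the 578 CRP peaks of wild type in mid exponential phase, 384 (66.4%, interval 62.5% to 70.2%) were covered by peaks of the early list, against 18.6% expected from shifted lists (3.58-fold, p = 3e-05, adjusted p = 3e-05, one-sided permutation test by circular shifts). In the fis mutant 133 of 175 CRP peaks in mid exponential phase (76.0%, 69.2% to 81.7%) were covered by the early list, 9.19-fold the expected 8.27%. For Fis in wild type the early list was the shorter one, and 437 of its 594 peaks (73.6%, 69.9% to 76.96%) were covered by the mid list, 5.10-fold the expected 14.4%. For Fis in the crp mutant 618 of 737 mid peaks (83.9%, 81.0% to 86.3%) were covered by the early list, 5.94-fold the expected 14.1%. The adjusted p of these last 3 overlaps was 2.5e-05. The alternative that moved an overlap between phases most was the restriction to the 175 highest-scored peaks of each list, under which Fis in wild type reached 22.8-fold.

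In the opposite direction most peaks of the longer list were not covered by the shorter one. Of the 1551 CRP peaks of wild type in early exponential phase, 152 (9.80%, 8.42% to 11.4%) were covered by the mid list, 2.40-fold the expected 4.08%. Of the 1545 Fis peaks of wild type in mid exponential phase, 364 (23.6%, 21.5% to 25.7%) were covered by the early list, 3.42-fold the expected 6.89%. The corresponding shares were 9.94% for CRP in the fis mutant and 35.5% for Fis in the crp mutant. In this direction the rule of 50% coverage depends on peak width, since a wide peak of the longer list can hold a narrow one of the shorter list without being covered by it. With any overlap of at least 1 bp, the shares were 22.0% for CRP in wild type (2.06-fold the expected 10.7%), 34.0% for Fis in wild type (2.62-fold), 18.1% for CRP in the fis mutant and 45.3% for Fis in the crp mutant.

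Wild type and mutant lists of the same phase also shared positions. For CRP in early exponential phase, 482 of 614 peaks of the fis mutant (78.5%, 75.1% to 81.6%) were covered by the wild type list, 4.47-fold the expected 17.6%. In mid exponential phase 93 of 175 CRP peaks of the fis mutant (53.1%, 45.8% to 60.4%) were covered by wild type, 12.4-fold the expected 4.27%. For Fis in early exponential phase, 499 of 594 wild type peaks (84.0%, 80.8% to 86.7%) were covered by the crp mutant list, 6.20-fold the expected 13.6%. In mid exponential phase 646 of 737 Fis peaks of the crp mutant (87.7%, 85.1% to 89.8%) were covered by wild type, 5.76-fold the expected 15.2%. The adjusted p was 3e-05 for CRP in mid exponential phase and 2.5e-05 for the other 3 overlaps. The largest shift among these 4 results was that of Fis in mid exponential phase, to 26.4-fold with the 175 highest-scored peaks of each list.

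CRP and Fis lists of wild type overlapped in both phases. In early exponential phase 439 of the 594 Fis peaks (73.9%, 70.2% to 77.3%) were covered by CRP peaks, 4.10-fold the expected 18.0%. In mid exponential phase 226 of the 578 CRP peaks (39.1%, 35.2% to 43.1%) were covered by Fis peaks, 2.60-fold the expected 15.04%. Both overlaps had an adjusted p of 2.5e-05. Across the alternatives the overlap in early exponential phase ranged from 2.16-fold, with any overlap of CRP peaks with Fis peaks, to 6.65-fold, under reciprocal overlap of at least 50%. The difference between the phases was not tested, and the list taken as the shorter one differs between them. The shifts do not keep a preference that both lists may have for the same kind of region, such as promoters. The planned comparison within promoters was not run, so these overlaps do not show that CRP and Fis bind together.

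**Figure D2:**
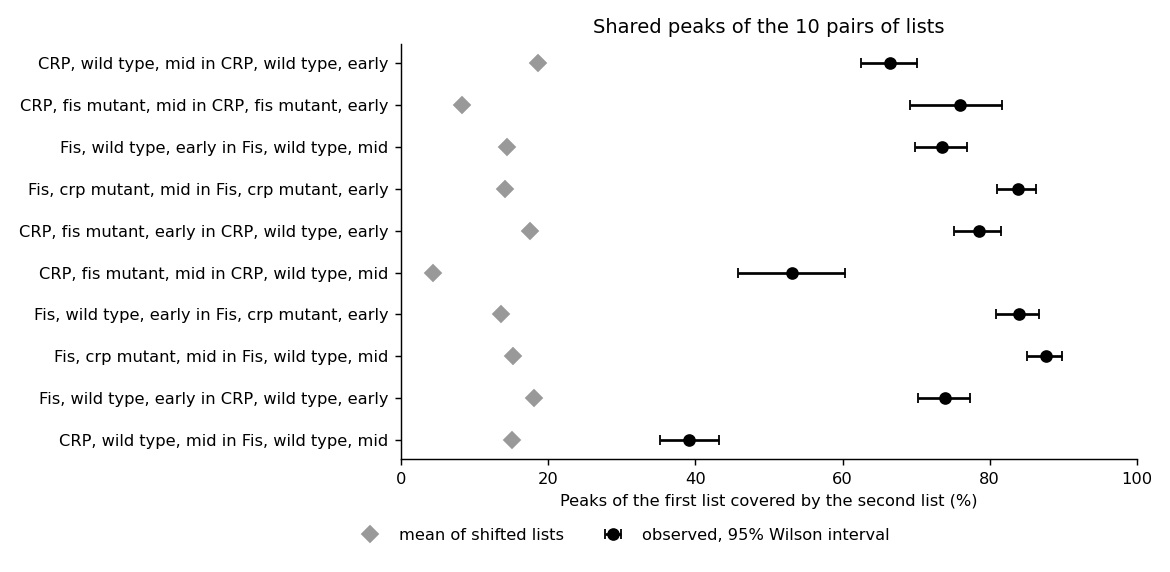
Share of the peaks of the first list that were covered by the second list, in percent, for the 10 pairs of lists; black points with bars are observed shares with 95% Wilson intervals and grey diamonds are the means of 100000 shifted lists. Observed shares range from 39.1% to 87.7% and all lie above the shifted means of 4.27% to 18.6%.

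Scores of shared peaks were correlated across peaks, which are not independent replicates. All 10 correlations were positive. For Fis, rho was 0.767 over 640 pairs between the crp mutant and wild type in mid exponential phase, and 0.715 over 493 pairs between the same backgrounds in early exponential phase. Between growth phases rho was 0.614 for Fis in wild type (425 pairs) and 0.548 for Fis in the crp mutant (608 pairs). These 4 correlations had an adjusted p of 1.67e-05 (permutation test), the smallest the adjustment gave. For CRP the correlations were 0.333 between the phases in wild type (382 pairs) and 0.318 between the backgrounds in early exponential phase (469 pairs), with the same adjusted p. The lowest rho for CRP were 0.227 between phases in the fis mutant (130 pairs, adjusted p = 0.0113, permutation test) and 0.2075 between backgrounds in mid exponential phase (92 pairs, adjusted p = 0.0469, permutation test). That last value was above 0.05 under 2 of its 3 alternatives. Between CRP and Fis, rho was 0.159 in early exponential phase (431 pairs, adjusted p = 0.00126) and 0.175 in mid exponential phase (217 pairs, adjusted p = 0.0113). The alternative with the largest shift was reciprocal overlap of at least 50%, which gave 0.440 for CRP and Fis in mid exponential phase (84 pairs). Differences between correlations were not tested.

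The highest-scored peak was at the same place in 3 of the 4 Fis lists. In wild type it lay at 1164939 to 1165304 in early exponential phase (score 127.9) and at 1164898 to 1165521 in mid exponential phase (65.1). In the crp mutant in early exponential phase it lay at 1164982 to 1165276 (48.1), tied with a peak at 1989672 to 1990337. Fis in the crp mutant in mid exponential phase had its highest scores at 1599241 to 1599584 and at 1993559 to 1993849 (20.1 each), and it also had a peak at the place shared by the other 3 lists. For CRP in early exponential phase, the highest-scored peak lay at 1214769 to 1215026 in wild type (43.7) and at 1214600 to 1215041 in the fis mutant (12.7). Neither CRP list of mid exponential phase had a peak there. In mid exponential phase the highest-scored CRP peaks of wild type lay at 4115467 to 4116018 (97.6), 2264083 to 2264302 (97.4) and 2516016 to 2516723 (80.9). Those of the fis mutant lay at 1797652 to 1798328 and at 3490407 to 3490590 (6.85 each). The widest peaks of all lists were those of Fis in early exponential phase at 3437459 to 3451560 in the crp mutant (14102 bp) and at 3437526 to 3451559 in wild type (14034 bp). The other 7 lists also had a peak within each of these stretches.

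Peaks were not spread evenly along the chromosome in every list. When the chromosome was divided into 8 equal parts, the part from 3479708 to 4059658 held 24.8% of the Fis peaks of the crp mutant in mid exponential phase, and the part from 1159903 to 1739853 held 4.34% of them. The CRP list of the fis mutant in early exponential phase had its highest share, 20.2%, in the part from 1159903 to 1739853. The CRP list of the fis mutant in mid exponential phase had 6.29% of its 175 peaks in that part.

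**Figure D3:**
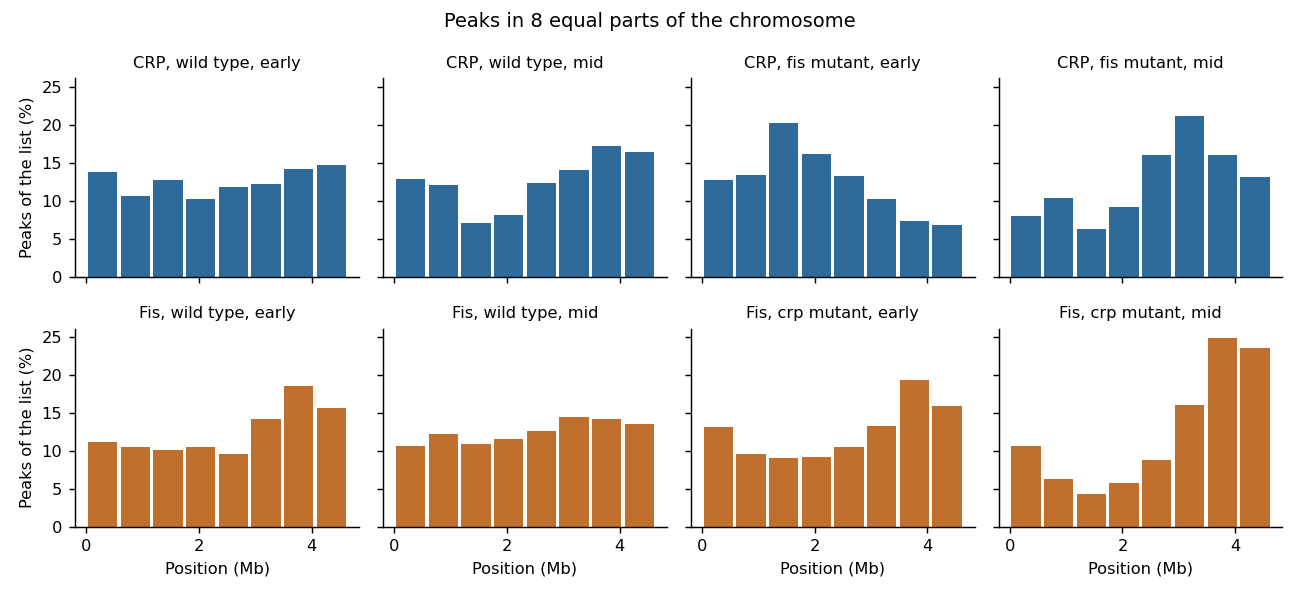
Share of the peaks of each list, in percent, in 8 equal parts of the chromosome, by position in Mb; each panel is 1 list, with CRP in blue and Fis in orange, and each bar 1 part. Fis in the crp mutant in mid exponential phase peaks at 24.8%, and CRP in the fis mutant in early exponential phase at 20.2% in another part of the chromosome.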

Values the study reported

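The study related CRP occupancy at promoters, computed from ChIP signal per base and not from peak lists, to how genes responded to cyclic AMP. It reported a rank correlation of 0.37 between CRP occupancy and the fitted maximum response of a gene. Of 305 activated genes, 211 were classed as direct targets, a class that joined database-annotated targets, whatever their occupancy, with other genes whose CRP occupancy score exceeded 2.8. The study traced the correlation with maximum response to these direct targets, since the remaining genes showed none. It found no correlation between CRP occupancy and the cyclic AMP level at the midpoint of a gene's response.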

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

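All tests in this part were chosen after the results were seen. The common score threshold and the merging of peaks were alternatives set out earlier, and their use as tests of an explanation came later.

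The growth phase ratio of Fis peak number went in opposite directions in the 2 backgrounds. It was 2.60 in wild type and 0.558 in the crp mutant. Seen the other way, the crp mutant had 2.22 times as many Fis peaks as wild type in early exponential phase and 0.477 times as many in mid. The mid value became 0.200 under a common score threshold and 0.640 with peaks no wider than the median width. The difference between the backgrounds was not tested, since each group has 1 list. The values argue against a pair of technical explanations. The lowest scores of the Fis lists lay between 1.304 and 1.473, so their cutoffs were nearly alike from the start. Different score cutoffs of the lists would let a ratio cross 1 under a common threshold, but the ratio was then 3.03 in wild type and 0.282 in the crp mutant. The common threshold adds little to the lowest scores, and it does not correct for depth. Splitting of wide regions into many peaks would do the same after merging, but the ratio was then 2.597 in wild type and 0.591 in the crp mutant.

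A lower depth of the shorter list was weighed in both backgrounds, and the values point both ways. Depth predicts that peaks of the longer list that recur in the shorter one, here those whose midpoint lies in a peak of the shorter list, rank higher within the longer list. In the crp mutant a recurring early peak outranked a non-recurring one in 66.9% of pairs of peaks, and in wild type a recurring mid peak did so in 69.4% (p = 1e-05 each, permutation test, the smallest it can give). Depth as the whole cause also predicts that nearly all of the strongest peaks of the longer list recur. Of the highest-scored 10% of the longer list, 111 of 132 peaks in the crp mutant (84.1%, interval 76.9% to 89.3%) and 116 of 154 in wild type (75.3%, 67.9% to 81.5%) overlapped a peak of the shorter list by at least 1 bp. By the rule used for the ranks, in which the midpoint of the peak lies in a peak of the other list, 66 (50%) and 89 (57.8%) recurred. Scores compared between lists were mixed. In wild type 14 peaks of the shorter list scored above every peak of the longer one, and in the crp mutant 0 did. Among shared pairs the peak of the shorter list had the higher score in 17.65% in wild type and 5.76% in the crp mutant. How many strong peaks a shallower list would lose is not known without read numbers, so depth stays open as a part of the difference and cannot be told apart from a loss of weakly bound sites.

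A mislabelled list was also weighed. An exchange of the wild type Fis lists of the 2 phases predicts that the list labelled early resembles the mid list of the crp mutant. Of its 175 highest-scored peaks, 73.7% overlapped the corresponding peaks of the early list of the crp mutant and 60.0% those of the mid list, a difference of 13.7 points (p = 0.00558, exact McNemar test) that goes with the labels. For peaks narrower than 1 kb it was 6.96 points (p = 0.177, exact test), and for peaks narrower than 500 bp -2.88 points (p = 0.659, exact test). The partner, the list labelled wild type mid, shared 66.9% with the mid and 58.9% with the early list of the crp mutant (p = 0.0759, exact test). Its shares were 62.0% and 55.7% for peaks narrower than 1 kb (p = 0.245, exact test), and 42.4% and 46.8% for peaks narrower than 500 bp (p = 0.519, exact test). Only the first of these comparisons passed 0.05, and it went with the labels, but the order was not kept for the narrowest peaks, so this exchange cannot be told apart from correct labels.

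An exchange of the early Fis lists of the 2 backgrounds predicts that the list labelled wild type early shares more with the mid list of the crp mutant than with that of wild type. Over all widths both shares were 60.0%, a difference of 0 points. For peaks narrower than 1 kb it shared 59.5% with the mid list of the crp mutant and 50.6% with that of wild type (p = 0.0288, exact test), and for peaks narrower than 500 bp 52.5% and 34.5% (p = 6.21e-04, exact test). Both go with the exchange. The partner, the list labelled crp mutant early, also shared more with the mid list of wild type, 58.9%, than with that of the crp mutant, 54.3%, but this did not pass 0.05 (p = 0.200, exact test), nor did it for narrower peaks. With the partner not shown to be out of place, an exchange of samples before peak calling cannot be told apart from correct labels. An exchange of finished lists would put a list of each analysis folder under each background. The peak names do not show this, which argues against an exchange of finished lists if the folders went by background. Another processing of the crp mutant lists, the 2 lists whose peak names record another folder, goes with the background and cannot be told apart from it. An effect of the crp mutation on Fis binding that depends on growth phase remains among the open explanations and was not tested.

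In wild type the growth phase ratio was below 1 for CRP, 0.373, and above 1 for Fis, 2.60. This difference was not tested either. Under a common score threshold the ratios were 0.292 and 3.03. The lowest scores of these lists lay between 1.31 and 1.452, so their cutoffs were nearly alike. Both argue against score cutoffs as the whole cause, but a common threshold does not correct for depth. For a lower depth of the CRP list in mid exponential phase the values point both ways. A recurring peak of the early list outranked a non-recurring one in 72.3% of pairs of peaks (p = 1e-05, permutation test), as depth predicts. Of the 155 peaks in the highest-scored 10% of the early list, however, 84 (54.2%, interval 46.3% to 61.8%) overlapped a peak of the mid list by at least 1 bp, and 54 (34.8%) had their midpoint in one. The highest-scored early peak had no counterpart there. Scores compared between the 2 lists were mixed too. In the mid list 17 peaks scored above every early peak, but the mid peak had the higher score in 28.3% of 382 shared pairs. With unknown read numbers the part of depth cannot be told apart from that of binding. A different response of the 2 regulators to growth phase stays open and was not tested.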

How the results depend on the processing

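Overlaps of peaks narrower than 1 kb, and any overlap counted from the longer list, were chosen after the data were seen. No result reversed under any alternative that was run. All 10 overlaps stayed above the shifted lists with an adjusted p below 0.05 under each of their 8 alternatives, from 1.90-fold (CRP and Fis in mid exponential phase, any overlap counted from the longer list) to 26.4-fold (Fis in mid exponential phase between backgrounds, highest-scored peaks). The highest adjusted p was 7e-05.

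The 4 growth phase ratios stayed on their side of 1 under all 4 alternatives, but 11 of the 16 values left the counting interval of the reported ratio. Under a common score threshold the ratios were 0.292 for CRP in wild type, 0.0465 for CRP in the fis mutant, 3.03 for Fis in wild type and 0.282 for Fis in the crp mutant. For the fis mutant that threshold left 2 peaks in mid exponential phase. By covered length they were 0.249, 0.220, 2.13 and 0.377 in the same order. With peaks no wider than the median width, 3 ratios moved, to 0.515 and 0.435 for CRP in wild type and the fis mutant and to 0.626 for Fis in the crp mutant. Merging moved none. The cause of these shifts was not tested.

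Of the 30 alternative values for score correlations, 27 stayed on their side of the threshold. The correlation of CRP between backgrounds in mid exponential phase was no longer below an adjusted p of 0.05 as Pearson's r on log2 scores (0.204, adjusted p = 0.0508) or under reciprocal overlap (0.194, adjusted p = 0.152). That of CRP between phases in the fis mutant was not under reciprocal overlap (0.307, adjusted p = 0.0523), where rho was higher and the pairs fell from 130 to 42.

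The comparisons with promoters and motifs, and their alternatives, were not run, since no annotation or genome of the lists' build was used here. No paired analysis was possible because each group has 1 list of pooled replicates, and for the same reason no fit without a replicate was made. The unknown depth limits every statement about peak numbers, since peaks missing from a list can lie below its detection limit.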

Other observations

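All tests in this part were chosen after the results were seen. The position of the replication origin, 3.9 Mb, is a rounded value from general knowledge and not from the lists. Origin-proximal below means closer to that point than to the point opposite it.

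In the CRP list of the fis mutant in early exponential phase, 34.5% of peaks were origin-proximal (interval 30.9% to 38.4%), against 54.4% in wild type. In the Fis list of the crp mutant in mid exponential phase the share was 75.7% (72.5% to 78.7%), against 53.5% in wild type. Both tilts were larger than a shorter list drawn evenly from the wild type list would give by chance. By the rule of at least 50% of the peak covered, CRP peaks of wild type were found in the fis mutant in 11.98% of origin-proximal and 39.4% of other cases, a difference of -27.4 points. By the same rule Fis peaks of wild type were found in the crp mutant in 40.6% and 13.0%, a difference of 27.7 points. Both had an adjusted p of 2e-05 over 4 such tests (permutation of 50 blocks of 92.8 kb). This test measures the tilt itself against the spread between blocks and says nothing about its cause. It treats neighbouring blocks as exchangeable, so any smooth trend along the chromosome can give a small p. The 2 other pairs of backgrounds had differences of 4.97 (CRP, mid) and 2.89 points (Fis, early), with adjusted p of 0.314 and 0.505.

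An unequal copy number along the chromosome in ChIP and input could give such tilts. The study's protocol for CRP in early exponential phase split the same lysate into ChIP and input. If the fis mutant was handled alike, separate cultures of ChIP and input are argued against as the source of its tilt. No protocol is given for the Fis lists. Unequal copy number predicts that mutant peaks without a wild type counterpart tilt at least as much as shared ones. Without a counterpart here means no overlap of at least 1 bp. In the fis mutant 20.3% of the 74 peaks without a counterpart were origin-proximal (12.7% to 30.8%), against 36.5% of the shared peaks. In the crp mutant it was 96.2% of 78 (89.3% to 98.7%), against 73.3% of the shared peaks. The pairs of backgrounds without such a tilt also differed. For CRP in mid exponential phase it was 44.8% of 58 (32.75% to 57.55%), against 65.8% of the shared peaks. For Fis in early exponential phase it was 62.9% of 828 (59.6% to 66.15%), against 57.6%. A gap can thus arise without a tilt, which weakens this test of copy number. The test cannot exclude an effect of fis or crp on binding that differs between the origin and the terminus, which stays open. The input read profiles would separate these explanations and were not analysed here.

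The 175 highest-scored peaks of CRP in the fis mutant in mid exponential phase overlapped those of Fis in wild type in early exponential phase in 50.3% of cases and those of CRP in wild type in mid exponential phase in 42.3% (p = 0.109, exact McNemar test). Against Fis in the crp mutant in early exponential phase the share was 53.1% (p = 0.0248, exact test). Against the Fis lists of mid exponential phase, the phase of this CRP list, it was 12.6% in wild type and 10.3% in the crp mutant. The resemblance to Fis was therefore limited to the early lists. A Fis library under the CRP label is argued against, because among the 158 highest-scored peaks narrower than 1 kb 19.6% overlapped Fis in wild type and 33.5% CRP, a difference of -13.9 points (p = 0.00384, exact test). That reversal goes with wide regions shared with the early Fis lists as the source of the overlap in the full list.

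Peaks of all 8 lists coincided at 52 places, 10167 bp in total. They made up 24.6% of the positions in all 4 CRP lists. When these positions were shifted as a set, which keeps the sharing among the CRP lists and among the Fis lists, 2.48% on average lay in all 4 Fis lists (p = 1e-04, permutation by 10000 shifts, the smallest they can give). This argues against chance coincidence between the CRP and the Fis positions. Broad enrichment not specific to either regulator, as can arise at strongly transcribed regions, could also place peaks of every list there. Peaks over these places were wider than width-weighted draws from their list in 1 of 8 lists (CRP in wild type, early, adjusted p = 0.0400, permutation test), which leaves that explanation open. A mock immunoprecipitation from an untagged strain would help to decide and was not analysed here.

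Positions in all 4 CRP lists covered 41315 bp, and 99.3% of them lay in a peak of at least 1 Fis list, against 23.4% for shifted positions (p = 1e-04, permutation by shifts, the smallest they can give). Of the 115106 bp in all 4 Fis lists, 85.1% lay in a peak of at least 1 CRP list, against 22.7% for shifted positions. Only 6 stretches, 293 bp in total, were in all 4 CRP lists and in no Fis list, and 144 stretches, 17101 bp in total, in all 4 Fis lists and in no CRP list. The shortest CRP list has 175 peaks, which limits the positions found in all 4. The shifts argue against chance placement, and no other explanation of this pattern was tested.

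The drop of CRP peak number in the fis mutant from early to mid exponential phase differed from the other 3 growth phase changes in 1 respect. A lower depth of the shorter list predicts that recurring peaks rank higher, but a recurring early peak outranked a non-recurring one in 50.8% of pairs of peaks (p = 0.8255, permutation test). Of the 61 peaks in the highest-scored 10% of the early list, 15 (24.6%, interval 15.5% to 36.7%) overlapped a peak of the mid list by at least 1 bp, against 17.4% of its other peaks, and 11 (18.0%) had their midpoint in one, against 11.9% of the others. Neither value goes with depth as the whole cause. With 77 recurring peaks, low scores throughout these 2 lists and unknown read numbers, depth is not excluded.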
